# Systematic Analysis of RNA Regulatory Network in Rat Brain after Ischemic Stroke

**DOI:** 10.1155/2018/8354350

**Published:** 2018-01-08

**Authors:** Juan Liu, Kun-shan Zhang, Bin Hu, Si-guang Li, Qing Li, Yu-ping Luo, Yang Wang, Zhi-Feng Deng

## Abstract

Although extensive studies have identified large number of microRNAs (miRNAs) and long noncoding RNAs (lncRNAs) in ischemic stroke, the RNA regulation network response to focal ischemia remains poorly understood. In this study, we simultaneously interrogate the expression profiles of lncRNAs, miRNAs, and mRNAs changes during focal ischemia induced by transient middle cerebral artery occlusion. A set of 1924 novel lncRNAs were identified and may involve brain injury and DNA repair as revealed by coexpression network analysis. Furthermore, many short interspersed elements (SINE) mediated lncRNA:mRNA duplexes were identified, implying that lncRNAs mediate Staufen1-mediated mRNA decay (SMD) which may play a role during focal ischemia. Moreover, based on the competitive endogenous RNA (ceRNA) hypothesis, a stroke regulatory ceRNA network which reveals functional lncRNA:miRNA:mRNA interactions was revealed in ischemic stroke. In brief, this work reports a large number of novel lncRNAs responding to focal ischemia and constructs a systematic RNA regulation network which highlighted the role of ncRNAs in ischemic stroke.

## 1. Introduction

Stroke is the second leading cause of long-term disability in high-income countries and the second leading cause of death worldwide [1]. Numerous biological processes are regulated in the progression of ischemic stroke, ranging from deprivation of oxygen, neuron necrosis, to intense inflammatory response [2, 3]. Previous studies have discussed the RNA program involved in cerebral ischemia including miRNAs and lncRNAs [4–7], which contribute to RNA-mediated regulation network, but gap still remained in our knowledge of ischemic stroke. The RNA-mediated regulation network consists of many kinds of RNA molecules, such as miRNA, lncRNA, and circRNA. These noncoding RNAs (ncRNAs) regulated the important cellular events via variety mechanisms and have profound effects on the outcome of ischemic stroke [8, 9]. Understanding these precise RNA molecular mechanisms after cerebral ischemia on a system-wide level is critical for exploring potential new strategies for early diagnosis and therapy of stroke.

Long noncoding RNAs (lncRNAs), which are the majority products of mammalian genomes, were proved to be critical gene regulators of development and disease [10–12]. Recent studies showed that lncRNAs are heterogeneous noncoding RNAs with different regulatory mechanisms. The proposed mechanisms including transcriptional and epigenetic mechanisms via the recruitment of transcription factors and chromatin-modifying complexes to specific nuclear and genomic sites act as cis-regulatory elements or act in trans to modulate gene expression, modulation of chromatin architecture [12–14]. LncRNAs may also perform their function by competitively binding to miRNAs, which is known as competitive endogenous RNA (ceRNA) [15], or by mediating mRNA decay via Staufen1-mediated mRNA decay (SMD) [16] to regulate genes expression. Previous study has shown that cerebral lncRNAs were significantly altered after stroke and contribute to the stabilization of mRNA expression [6]. Stroke-induced lncRNAs can interact with chromatin-modifying proteins and modulated ischemic brain damage-related genes [17, 18]. Moreover, coding noncoding coexpression network analysis showed that expression of lncRNA BC088414 was correlated with apoptosis-related genes following hypoxic-ischemic brain damage. Silencing of BC088414 in PC12 cells decreased cell apoptosis and increased cell proliferation [7]. A very recent study found that lncRNA C2dat1 promoted neuronal survival by upregulated CaMKII*δ* expression following cerebral ischemia [9]. However, compared to mountains of RNA molecules (especially lncRNAs) identified via massive parallel sequencing, little is known about functional RNA molecules and RNA-mediated regulation network in ischemic stroke.

To reveal the RNA-mediated regulation network in rat ischemia cortex, we profiled cortex of rat transient middle cerebral artery occlusion model. We identified 2588 lncRNAs in the rat cortex, 1924 (~74%) of which were regarded as novel lncRNAs since they have not been annotated in the rat genome (rn5, Ensembl 2015). Ten novel lncRNAs were validated as significantly differentially expressed genes (*P* < 0.05, paired *t*-test) after 24 hours of reperfusion compared with the contralateral brain. Importantly, we identified several subsets of lncRNAs associated with biological processes during MCAO via coexpression network analysis. SMD-mediated RNA decay was analyzed by calculating thermodynamic features of lncRNA:mRNA duplex. Furthermore, we have constructed a systematic lncRNA-miRNA-mRNA network which reveals a complex functional RNA-mediated regulatory network in ischemic stroke. Our results, for the first time, described a global view of RNA-mediated regulation network in cerebral ischemia and shed light on discovering new functional regulators of ischemic stroke.

## 2. Materials and Methods

### 2.1. Animals

All animal procedures were approved by Ethics Committee of Shanghai Jiao Tong University and were performed according to the guidelines of the US Department of Health for use and care of laboratory animals.

### 2.2. MCAO Model and Tissue Preparation

The transient middle cerebral artery occlusion (MCAO) model in rat was performed as described previously [19]. Briefly, Sprague-Dawley male rats (weight 250–280 g) were intraperitoneally anesthetized with chloral hydrate (0.9 ml/100 g body weight). A 4-0 nylon suture with silicon was inserted into internal carotid artery through the incision of external carotid artery and gently advanced to occlude the middle cerebral artery. After 2 hours of MCAO, the suture was carefully removed to restore blood flow, and rats with score 2 according to Zea-Longa 5-point scale (0, no deficit; 1, failure to extend right paw; 2, circling to the right; 3, falling to the right; and 4, unable to walk spontaneously) were used in the following study.

Animals were sacrificed 24 h after MCAO and the brains were removed and sliced into 2 mm coronal sections (approximately +3.0 to −5.0 from bregma) using a brain matrix. The ipsilateral and contralateral tissues from the two middle slices (+1 to −3 from bregma) of MCAO subjected animals were used for subsequent RNA isolation, while the outer two slices were used to confirm infarct formation by staining with 2,3,5-triphenyltetrazolium chloride (TTC).

### 2.3. RNA-Seq

RNA-seq was performed at Shanghai BioChip Company (Shanghai, China). Briefly, total RNA of each sample was prepared using RNeasy Mini kit (QIAGEN, Germany). Libraries were constructed by standard TruSeq protocol. Purified cDNA libraries were used for cluster generation and sequenced on the Illumina HiSeq 2500 according to the manufacturer's protocol. After masking the adaptor sequences and the removal of contaminated reads, clean reads were processed for in silico analysis. The reads were mapped using TopHat with 2 mismatches allowed. The expression of RNA in brain was expressed in fragments per kilobase of exon per million reads mapped (FPKM) and calculated by the TopHat and Cufflinks package. The FASTQ files have been deposited in the NCBI GEO database under accession number GSE78200.

Small RNA-sequencing has been described previously [19]. Briefly, total RNA was prepared using the mirVana™ miRNA Isolation Kit (Ambion). 5′- and 3′-Adapters were ligated to the obtained small RNA. Reverse transcription followed by PCR was used to create cDNA constructs. Subsequently, a 145 nts to 162 nts fraction corresponding to approximately the adapter-ligated constructs derived from the 20 nts to 35 nts small RNA fragments was excised and purified. The purified libraries were sequenced on Illumina HiSeq 2000 apparatus. The raw data were refined using fastx (fastx_ toolkit-0.0.13.2). After filtering out low quality reads and short reads (<18 nts), the small RNA reads were compared to the Sanger miRBase database (http://www.mirbase.org/) to identify known miRNAs, and the unidentified sequences were further aligned to several other small RNA databases, including the ncRNA Database, piRNA Database, and Rfam Database. Small RNA-sequencing data was deposited on GEO (GSE70473).

### 2.4. LncRNAs Annotation Pipeline

Total reads were aligned to rat genome (Rn5) by TopHat (v2.01). Reference annotation based transcripts (RABT) were reconstructed by Cufflinks (v2.11) with [-b,-u] options and annotations from Ensembl (February 2015). Transcripts constructed from Cufflinks were compiled together by Cuffcompare. Transcripts detected in at least 5 (half of all) samples were considered as bona fide transcripts. Transcripts, except those with just one exon and short than 200 bp, were further analyzed for identification of lncRNAs. Transcripts with class code “i,” “r,” “u,” “x,” and “.” were selected as novel long transcripts. New transcripts were compared to other annotation databases including NONCODE (v4) (http://www.noncode.org), NCBI RefSeq, UCSC, and Ensembl. CPAT (v1.22) was used to estimate coding potential of each novel transcript. Transcripts with a CPAT score < 0.487 were considered as lack of coding potential and were subjected to a BLASTX search for similar protein sequences. Briefly, a set of 10,000 mRNA sequences and 10,000 randomly selected intron sequences were used as training dataset to estimate rat specific cutoff of CAPT score with comparing Ensembl coding genes by AUC analysis. 0.487 is selected as cutoff value since at this threshold the sensitivity and specificity are maximized. Transcripts that have no hits in BLASTX were accepted as new lncRNAs.

### 2.5. Conservation Analysis of LncRNAs

Two conservation algorithms were used to evaluate conservation of a given sequence: PhastCons and phyloP. Basewise genomic conservation profiles generated by PhastCons (ftp://hgdownload.cse.ucsc.edu/goldenPath/rn5/phastCons13way/) or phyloP (ftp://hgdownload.cse.ucsc.edu/goldenPath/rn5/phyloP13way/) for multiple alignments of 13 vertebrate genomes to rat genome were straightly downloaded from UCSC genome browser and used in our analysis. Basically, the phyloP/phastCon scores of transcripts were defined as the average phyloP/phastCon score of each nucleotide of its exons. Nucleotides which have no phyloP/phastCon score were ignored. To aid in discovery of putative ultraconserved elements and conserved transcripts, we applied two metrics: the fraction of significantly conserved bases (phyloP score > 2) and the maximum conserved 200 nt sliding window (mean PhastCons score of each window) as described by Iyer et al. [20].

### 2.6. Hub-Based Function Analysis of LncRNAs

The Pearson correlation coefficient (PCC) between lncRNAs and every mRNA detected in our dataset was calculated to construct a coding-noncoding gene coexpression networks. The *P* value of each PCC was estimated by Fisher's asymptotic distribution. A coexpression gene pair was defined by the adjusted *P* value < 0.01 and the value of PCC was in the top 0.01% or bottom 0.01% of each lncRNA. Function of each lncRNA was defined by GO term (biological process only) that is enriched in coexpressed protein-coding genes of each lncRNA. According to Liao et al., a GO term that had a *P* value ≤ 0.01 (hypergeometric test) and genes ≥ 5 was accepted [21].

### 2.7. Short Interspersed Elements (SINE) Distribution Analysis

3′UTR sequences of rat mRNAs were downloaded from UCSC genome browser. LncRNAs sequences and mRNA 3′UTR sequences were analyzed by RepeatMasker (http://www.repeatmasker.org/cgi-bin/WEBRepeatMasker) to identify SINE elements. RNA_RNA_anneal was used to predict thermodynamically stable duplexes between lncRNAs and mRNA 3′UTR [16]. Δ*G* distribution was analyzed by “fitdist” function in “fitdistrplus” R package. *P* value of each Δ*G* datapoint was calculated and any duplex with *P* ≤ 0.05 was accepted.

### 2.8. Construction of LncRNA-miRNA-mRNA Networks

Genes (including lncRNAs, mRNAs, and miRNAs) that are differentially expressed between two conditions were taken into account. To construct lncRNA-miRNA interaction network, we used miRanda (v3.3a) to analyze all lncRNAs with default parameters. Interactions with miRanda score ≥ 150 and Δ*G* < −20 kcal/mol will be used as edges of network, and the corresponding miRNA and lncRNA will be used as node. The mRNA-miRNA network was constructed similarly: miRNA and its targeting mRNA will be used as node, and the interaction relationship as edge. Predicted miRNA binding sites in protein-coding genes were downloaded from http://www.microrna.org/microrna/getDownloads.do, including predicted interactions with good mirSVR score and conserved miR, predicted interactions with nongood mirSVR score and conserved miR, and predicted interactions with good mirSVR score and nonconserved miR. To restrict the size of miRNA-mRNA network, we calculate the Pearson correlation coefficient (PCC) between each pair of miRNA-mRNA, and the *P* value of each PCC was estimated by Fisher's asymptotic distribution. Only miRNA-mRNA that has negative PCC with *P* value ≤ 0.05 was subsumed by miRNA-mRNA interaction network. The lncRNA-miRNA network and miRNA-mRNA network were merged by the same node of miRNA.

### 2.9. Quantitative Real-Time PCR and RT-PCR

Total RNA were isolated using Trizol reagent (Invitrogen, Life Technology, USA), 1 ug RNA from each sample was reverse-transcribed into cDNA and subjected to quantitative real-time PCR (qRT-PCR), and RT-PCR. qRT-PCR was performed using the SYBR Green I Kit (Roche, Switzerland) according to the manufacturer's protocol. RT-PCR was performed with 2x Taq PCR MasterMix (TIANGEN Biotech, Beijing, China) at *T*_*m*_ as 60°C. GAPDH amplified with 25 PCR cycles were used as control, and all lncRNAs were amplified with 35 cycles. Primers used for PCR are summarized in Table 1.

### 2.10. Statistical Analyses

Statistical analysis of RNA-seq data was conducted as described above. Real-time PCR data were analyzed by analysis of variance followed by the least significant difference test. The data are shown in the figures as mean ± SD. *P* < 0.05 was considered significant.

## 3. Results

### 3.1. Identification of LncRNAs in Ischemic Stroke

To obtain a comprehensive view of RNA molecules expressed in ischemic stroke, we examined genome-wide gene expression profiles of rats subjected to MCAO using high throughput sequencing. 

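The data were RNA sequencing libraries of both hemispheres of 5 rats, 10 libraries in all, taken 24 hours after a transient occlusion of the middle cerebral artery (MCAO) of 2 hours. The rats are named P45, P52, P61, P71 and P72. The right hemisphere was taken as ischemic and the left of the same rat as its paired nonischemic control, because Figure 1(a) draws the suture in the right artery and because the left/right ratio in Table 2 is negative for TCONS_00068312, which the paper reports as upregulated. The deficit scale in the methods names the right paw and circling to the right, which would go with a lesion on the left. With the sides exchanged, every change given here would have the opposite sign. The authors mapped the reads to the rn5 genome with TopHat, assembled and quantified transcripts with Cufflinks, and deposited the FPKM (fragments normalized for exon length and for the number of mapped reads) of 32166 transcripts in each library, of which 1924 are lncRNAs that the authors assembled from these reads (identifiers beginning with TCONS, called assembled lncRNAs from here on) and the others carry Ensembl identifiers. FPKM values hold no read counts, and the paper gives mapped reads per sample as an average with a spread, not library by library. The depth of each library was therefore estimated relative to the others. In transcripts of a few reads, the commonest ratio of the values of a pair of libraries gives the ratio of their depths. By this measure the nonischemic libraries had between 62.9% and 100% of the depth of the deepest library (median 92.2%), and the ischemic libraries between 59.1% and 79.7% (median 69.8%). The ischemic library was the less deep one in 4 of 5 rats, with a mean difference of -0.29 on the log2 scale (two-sided exact sign-flip permutation test, p = 0.125, where the smallest p that 5 rats allow is 0.0625). The values were compared as deposited, on the scale of log2(FPKM + 0.1), for the 20936 transcripts with a mean FPKM of at least 0.1 over the 10 libraries. A paired linear model with the animal as a block was fitted with limma, and the Benjamini-Hochberg adjusted p was required to be under 0.05. On this scale the change of a transcript of low FPKM is understated.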

About 33.7 ± 7 million mapped paired-reads per sample were obtained and we identified 113,094 nonredundant transcripts in ten brain samples (Figure 1(a)).

To identify lncRNAs involved in ischemic stroke, a stringent criterion was applied to eliminate the background noise and errors of nonredundant transcripts. Only those transcripts that were detected in at least five individual samples were identified as bona fide expressed transcripts. 

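Of the 1924 assembled lncRNAs, 1923 were listed with an FPKM above 0 in at least 5 of the 10 libraries. The list was made after the paper's own filter on detection in 5 samples, so this number was nearly fixed in advance. Cufflinks estimates how reads divide between overlapping isoforms, and 22.0% of the assembled lncRNA values above 0 were below 0.001 FPKM. The limit of detection therefore moved the number. With an FPKM of at least 0.1 required in 5 libraries 1489 assembled lncRNAs were detected, and with an FPKM of at least 1 there were 593. With each animal left out in turn, between 1921 and 1922 assembled lncRNAs were above 0 in at least 5 of the 8 remaining libraries.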

On the basis of this analysis, a set of 106,204 bona fide transcripts were defined. After removing single-exon and short transcripts (<200 nt), we obtained 106,027 high-confidence long transcripts. We then removed all transcripts overlapping exons of known genes recorded in NONCODE(v4), NCBI RefSeq, UCSC, and Ensembl databases, resulting in a dataset containing 83,197 high-confidence long transcripts.

Next, CPAT (coding potential assessment tool) was used to calculate the coding potential of high-confidence bona fide novel long transcripts and remove putative protein-coding transcripts. Unlike the large number of annotations available for lncRNAs in human and mouse, there are fewer annotated lncRNAs in rat, so a set of 10,000 rat noncoding intron sequences and a set of 10,000 rat known protein-coding transcripts were used to train the CPAT. As a result, an optimum CPAT score threshold (CPAT score = 0.487) was applied to distinguish noncoding RNA from coding RNA (Figure S1). By CPAT analysis, 4,365 putative long noncoding transcripts were retained. These transcripts were then submitted to BLASTX to scan against the protein database (NR database of NCBI). A set of 1,924 long noncoding transcripts were identified and regarded as novel rat lncRNAs (Figure 1(b) and Table S1).

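The list gives the position of each assembled lncRNA on rn5. The 1924 transcripts lay on 21 chromosomes, with 243 on chromosome 2, 231 on chromosome 1 and 63 on chromosome X, and 925 were on the plus strand and 999 on the minus strand. They had between 2 and 14 exons (median 3), and 868 of them (45.1%) had 2 exons. Transcript length ran from 206 to 47181 nt with a median of 1622 nt. Transcripts that overlapped on the same strand were joined into 676 loci, or into 684 loci when an exonic overlap was required. A single transcript was listed in 358 loci, and the other 318 loci held 1566 transcripts. The locus with the most transcripts, 29, lay on chromosome 2 from 126503053 to 126791939. The median over the assembled lncRNAs of the mean FPKM was 0.551, against 4.54 for Ensembl transcripts above 0 in any library.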

### 3.2. Genomic Features of LncRNAs in Ischemic Stroke

To further analyze the genomic features of lncRNAs in ischemic stroke, conserved lncRNAs were identified by phyloP score and PhastCons. We found that newly identified lncRNAs are less conserved than protein-coding transcripts, but more conserved than noncoding intron sequences (Figure S2). These features of predicted lncRNAs share similar genomic and evolutionary features with the known rat lncRNAs. The phyloP [22] and PhastCons [23] scores were used to nominate highly conserved and ultraconserved transcripts, respectively. For phyloP score, a cutoff of 0.02638 corresponded to a false discovery rate < 0.01. At this cutoff, the sensitivity for detecting protein-coding transcripts was 0.7488996, and 58 lncRNAs were identified as conserved lncRNAs (Figures S3A and S3B). For contiguous sliding window conservation, a PhastCons score > 0.9805025 corresponded to a false discovery rate < 0.01. At this cutoff, the sensitivity for detecting true positive ultraconserved noncoding element was 0.3452587, and 39 lncRNAs contained ultraconserved elements (Figures S3C and S3D).

### 3.3. Aberrant Expression of LncRNAs in Ischemic Stroke

To evaluate the effect of ischemic stroke on lncRNA expression profiles, newly identified lncRNAs were combined with Rn5 gene annotation. After transient MCAO, a total of 983 genes including 947 mRNAs and 36 lncRNAs were significantly changed (783 upregulated and 200 downregulated) between the ischemic and paired nonischemic brains after 24 hours of reperfusion. 

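In the paired comparison of 5 ischemic with 5 nonischemic hemispheres, 1614 of the 20936 transcripts tested had an adjusted p under 0.05, of which 1155 were upregulated and 459 downregulated in the ischemic hemisphere. These are counts of transcripts, not of genes. An unadjusted p under 0.05 was reached by 5567 transcripts, and a paired test on each transcript without moderation of the variance across transcripts, at an adjusted p under 0.05, called 521. The number also depended on single animals. It was 277 without P45, 468 without P52, 417 without P61, 882 without P71 and 1785 without P72. Among transcripts with a mean FPKM of at least 1 that changed in the same direction in all 5 animals, ENSRNOT00000031626 rose most. It was listed at 0 in every nonischemic library and at 10.4 FPKM ± 6.69 (SD, n = 5) in the ischemic ones. ENSRNOT00000009448 rose by 5.56 on the log2 scale (standard error 0.81, adjusted p = 0.0137 from limma). ENSRNOT00000071808 had the largest fall, from 3.71 ± 2.69 to 0.179 ± 0.24 FPKM (SD, n = 5 each), a log2 change of -3.95 (standard error 0.45, adjusted p = 0.00684 from limma). The files do not pair these identifiers with gene names.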

The top 20 most significantly differentially expressed lncRNAs are shown in Table 2. 

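All 20 lncRNAs of Table 2 changed in the direction given there, and each moved in the same direction in all 5 animals, for which the two-sided exact sign-flip permutation p is 0.0625, the smallest that 5 pairs allow. The paper chose these 20 as its most significant in the same libraries. Their direction was therefore nearly fixed by that choice and is no independent check. In limma's paired fit 16 of the 20 had an adjusted p under 0.05, and 12 of the 20 without moderation of the variance. The number was 4 without P45, 5 without P52, 5 without P61, 6 without P71 and 13 without P72. The transcript of Cd93 rose from 4.61 ± 1.64 FPKM in the nonischemic to 20.4 ± 8.01 FPKM in the ischemic hemispheres (SD, n = 5 each), a log2 change of 2.10 (standard error 0.18, adjusted p = 0.00338). That of Tlr13 rose by 1.42 (standard error 0.24, adjusted p = 0.0224) and that of Kif1b by 0.65 (standard error 0.11, adjusted p = 0.023). Among those that fell, the lowest adjusted p was that of TCONS_00069225, on chromosome 3 of rn5 from 92119045 to 92396136. It was at 2.75 ± 0.61 FPKM in the nonischemic and 1.28 ± 0.401 FPKM in the ischemic hemispheres (SD, n = 5 each). The sum of the assembled lncRNAs listed at its locus changed by -0.78 (standard error 0.18, adjusted p = 0.0504 from limma). The 4 that did not pass were TCONS_00072415 (adjusted p = 0.316), TCONS_00013348 (adjusted p = 0.1), TCONS_00063685 (adjusted p = 0.0779) and the transcript of Arid5b (adjusted p = 0.0571). TCONS_00013348 rose by between 0.44 and 0.62 in every animal.

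**Figure D1:**
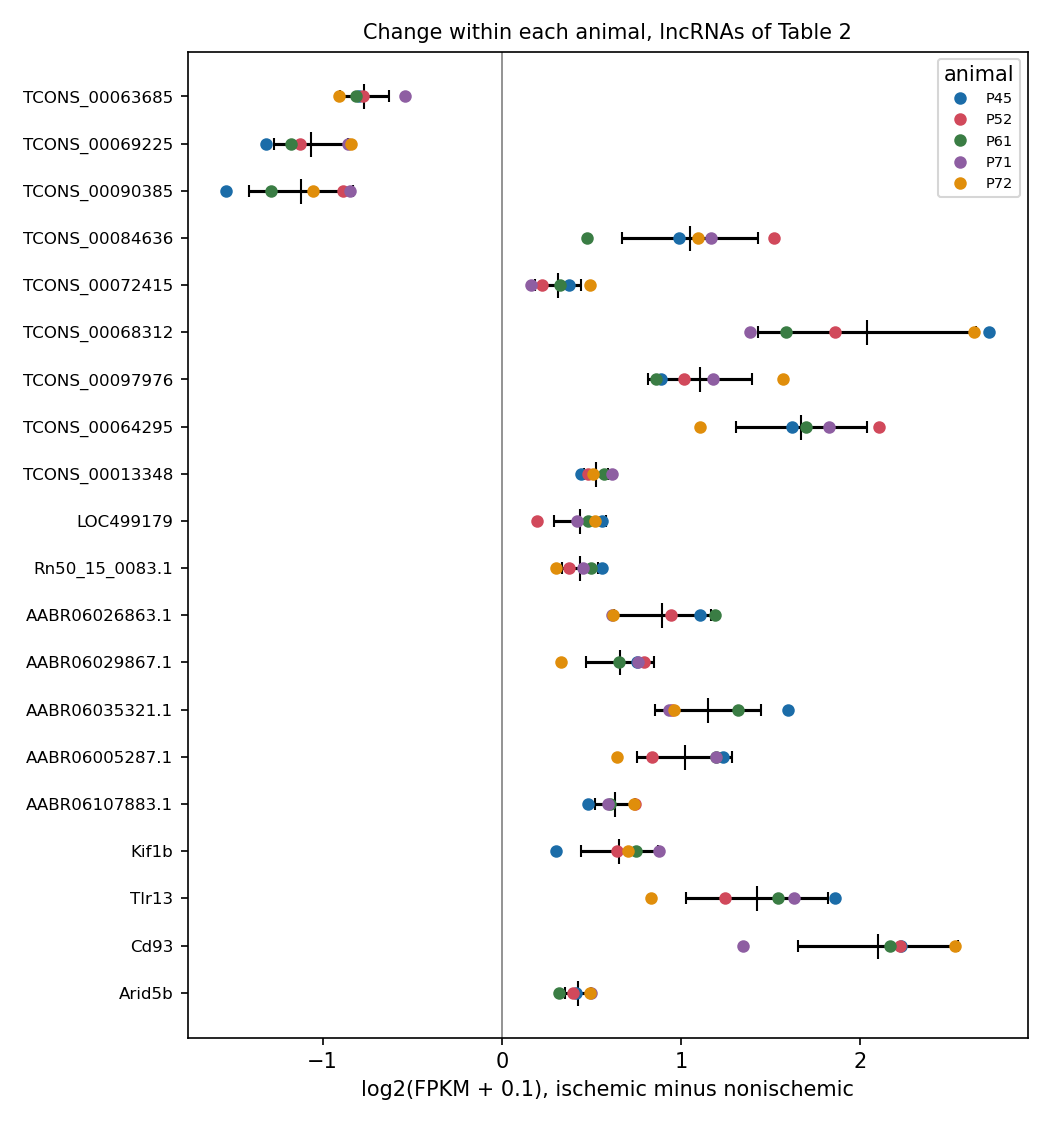
Change of the 20 lncRNAs of Table 2 within each animal, as log2(FPKM + 0.1) in the ischemic minus the nonischemic hemisphere (horizontal axis). Coloured points are the 5 animals, and the black tick and bar are their mean and SD. Every point of a lncRNA lies on the same side of 0.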

Hierarchical clustering showed systematic variations in the expression of lncRNAs and protein-coding RNAs between ischemic and paired nonischemic brains (Figure 2(a)).

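The 10 libraries were clustered on log2(FPKM + 0.1) of all 20936 transcripts tested, without selecting those that differ, by average linkage on 1 minus Pearson's correlation. With the tree divided in 2, 9 of the 10 libraries lay with their own side. The ischemic library of P71 lay with the nonischemic libraries. With a pseudocount of 0.01, or with FPKM rescaled to TPM, 7 of the 10 did. The first principal component held 23.7% of the variance and had every ischemic library above every nonischemic one. The second held 15.8% and did not separate the sides. From the clustering of the transcripts that differ, the paper states that lncRNAs and protein-coding RNAs vary systematically between the sides.

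**Figure D2:**
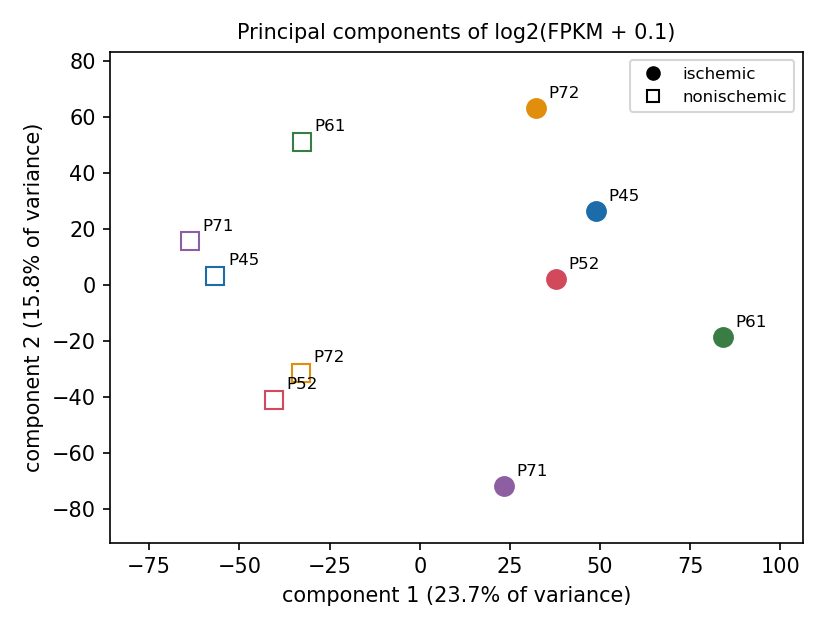
First (horizontal axis) and second (vertical axis) principal components of log2(FPKM + 0.1) over the 20936 transcripts. Filled circles are ischemic and open squares nonischemic libraries, labelled by animal. The sides separate along component 1 and not along component 2.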

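In the paired fit, 25 of the 1696 assembled lncRNAs tested had an adjusted p under 0.05, and 205 had an unadjusted p under 0.05. The number with an adjusted p under 0.05 was 4 without P45, 4 without P52, 5 without P61, 11 without P71 and 30 without P72. Of the 10 assembled lncRNAs with primers in Table 1, 3 were among the 25: TCONS_00068312, TCONS_00064295 and TCONS_00113701. TCONS_00113701, on chromosome X of rn5 from 64568462 to 64573078, fell from 0.675 ± 0.237 to 0.165 ± 0.225 FPKM (SD, n = 5 each), a log2 change of -1.96 (standard error 0.44, adjusted p = 0.0467 from limma). The sum of the 5 transcripts listed at its locus changed by -0.05 (SD 0.52). Of the 8 assembled lncRNAs of Table 1 that share a locus with others, the sum at 1 locus, that of TCONS_00052245, had an adjusted p under 0.05 (change -1.73, standard error 0.31, adjusted p = 0.0225 from limma). TCONS_00012358 rose by 1.45 (standard error 0.44, adjusted p = 0.0967 from limma). The others fell, with mean log2 changes from -1.47 for TCONS_00034914 to -2.67 for TCONS_00078206, and had adjusted p from 0.0549 to 0.171. For TCONS_00092323 the direction was not shared by all animals. It was listed at 2.82 FPKM in the ischemic library of P45 and at no more than 0.00801 FPKM in the other ischemic libraries, and its mean log2 change of -2.10 had an SD of 2.30 (n = 5).

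**Figure D3:**
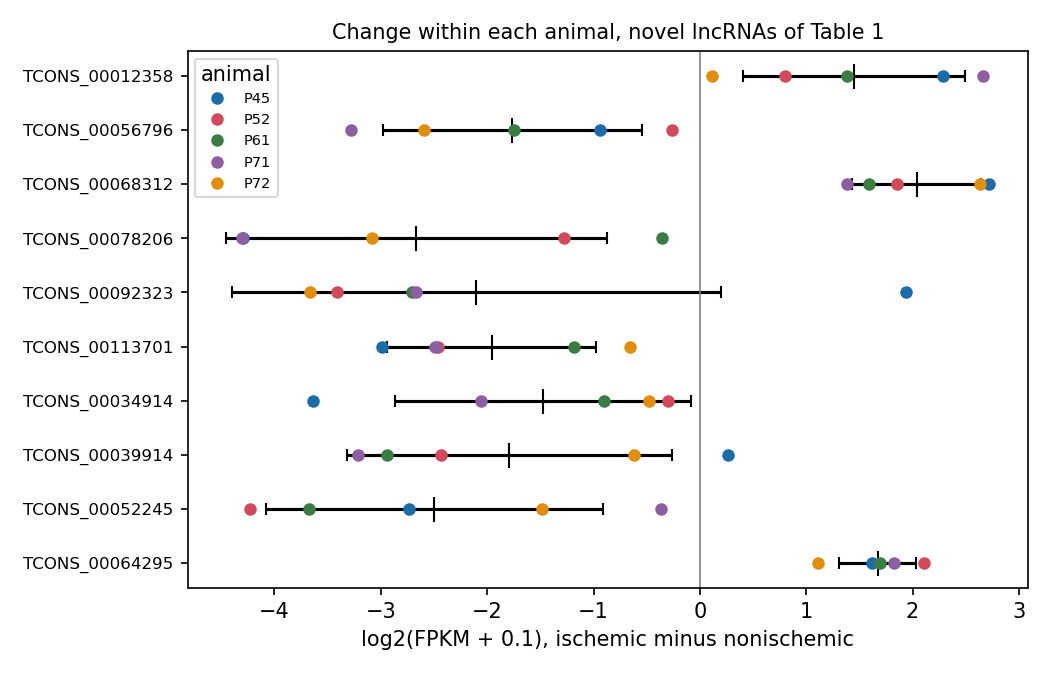
Change of the 10 assembled lncRNAs of Table 1 within each animal, as log2(FPKM + 0.1) in the ischemic minus the nonischemic hemisphere (horizontal axis). Coloured points are the 5 animals, and the black tick and bar are their mean and SD. TCONS_00068312 and TCONS_00064295 rose in every animal, while P45 lies above 0 for TCONS_00092323 and TCONS_00039914.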

Among the differentially expressed genes in ischemic brains, 36 lncRNAs were deregulated (*P* < 0.05, paired *t*-test), including 10 novel lncRNAs. The existence and dynamic expression patterns of ten novel lncRNAs were validated in another cohort of 10 paired ischemic and nonischemic brains (Figures 2(b) and 2(c)). Many conserved lncRNAs were found among the differentially expressed lncRNAs after ischemic stroke. For example, lncRNA TCONS_00068312 max Phastcon score was 0.807 and was upregulated after ischemic stroke. miR-129-2-3p, which was differently expressed after ischemic stroke, was contained within the intron of TCONS_00068312 (Figure S4). This result indicated that TCONS_00068312-miRNA-129-2-3p might be part of the ischemia response networks which participated in the regulation of ischemic stroke.

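TCONS_00068312 lies on the minus strand of chromosome 3 of rn5 from 89753818 to 89842298, has 4 exons with a total length of 3004 nt, and is the only assembled lncRNA listed at its locus. Its FPKM was 1.23 ± 0.681 in the nonischemic and 5.30 ± 2.08 in the ischemic hemispheres (SD, n = 5 each), a log2 change of 2.04 (standard error 0.26, adjusted p = 0.0097 from limma). It rose in every animal, by between 1.39 and 2.72. With each animal left out in turn the change stayed between 1.87 and 2.20. Without moderation of the variance its adjusted p was 0.0538. The nonischemic library of P61 stood apart at 2.43 FPKM, against 0.755 to 1.07 FPKM in the other nonischemic libraries.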

### 3.4. Function of LncRNAs in Ischemic Stroke

The upregulated genes were mainly clustered in immune and damage repairing, while the downregulated genes were nervous system and metabolism related genes (Figure 2(d)). In order to better understand the biological functions of lncRNAs, CNC (coding-noncoding) coexpression network between differentially expressed lncRNAs and mRNAs was constructed. We calculate Pearson correlation coefficient between each lncRNAs and mRNAs and chose the highest (top 0.1% of each lncRNAs) and most significantly (*P* < 0.01, Fisher's asymptotic distribution) correlated pairs to construct coexpression network. In this coexpression network, 726 novel lncRNAs were embedded, making it possible to annotate lncRNA functions. 

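The network was rebuilt over the 10 libraries from log2(FPKM + 0.1) of 1696 assembled lncRNAs and 19227 Ensembl transcripts, which stand for the mRNAs because the files give no biotype. The p of each correlation came from Fisher's transformation and was adjusted within each lncRNA. At an adjusted p under 0.01 and within the highest or lowest 0.1% of correlations, 771 assembled lncRNAs had at least 1 partner. When the order of the libraries was exchanged at random for the lncRNAs between 364 and 543 had one (median 447.5 over 20 draws). With exchanges within each side only, between 480 and 675 had one. Transcripts with a mean FPKM of at least 1 gave 318 of 593 lncRNAs. With the mean of each side subtracted first, 804 had a partner, so the number does not rest on the difference between the sides. From the number embedded, the paper reasons that functions can be assigned to lncRNAs.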

The functions of one lncRNA were predicted by analyzing all protein-coding genes that connect to the lncRNA. GO terms annotated in at least 5 genes and with *P* ≤ 0.01 (hypergeometric test) were annotated as potential lncRNA functions. A total of 2602 GO annotations were found and over 334 novel lncRNAs were identified with at least one GO annotation. Biological processes clustered in nervous system development and metabolism were the most significantly dysfunctional GO annotations in ischemic stroke (Figure 2(e)).

Intriguingly, the connected genes of lncRNAs in coexpression network appeared to be involved in a broad range of biological processes, with most of the target genes related to immune and inflammatory response (Figure S5), metabolism and cellular energy (Figure S6), DNA damage and oxidative stress (Figure S7), apoptosis and cell death (Figure S8), angiogenesis and vascular remodeling (Figure S9), and neurogenesis and synaptic plasticity (Figure S10). For example, lncRNA ENSRNOT00000019983 connected to multiple immune and inflammatory response-related genes including ICAM1, Tnfrsf1a, Tnfrsf1b, Nfkb2, Serpine1, and Hmox1 in the CNC coexpression network. 

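ENSRNOT00000019983 was at 0.555 ± 0.268 FPKM in the nonischemic and 1.61 ± 0.381 FPKM in the ischemic hemispheres (SD, n = 5 each). Its log2 change was 1.44 (standard error 0.27, adjusted p = 0.0277 from limma), and it rose in 5 of 5 animals. Leaving out P45, P52, P61 or P71 took its adjusted p above 0.05, with changes between 1.41 and 1.56. The table identifies transcripts without gene symbols, so the values of its partners were not read here.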

All these mRNA transcripts were previously shown to be altered in ischemic stroke [24]. As we observed in the network, one lncRNA could correlate with a large number of target mRNAs, implying that lncRNAs participate in multiple functions in ischemic stroke. Together, these data demonstrate that lncRNAs are aberrantly expressed in ischemic stroke and are involved in the pathophysiology of ischemic stroke.

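Assembled lncRNAs were called less often than Ensembl transcripts. Of the 1696 tested, 25 (1.47%) had an adjusted p under 0.05, against 1589 of 19240 Ensembl transcripts (8.26%). Ensembl transcripts drawn at random to the same mean FPKM gave a median of 85 calls (95% of 10000 draws between 69 and 101), and none of the draws gave 25 or fewer. The SD between animals of the log2 change had a median of 1.07 for assembled lncRNAs and 0.40 for Ensembl transcripts. From the changed lncRNAs and the network, the paper concludes that lncRNAs take part in the pathophysiology of ischemic stroke.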

### 3.5. SMD Network in Ischemic Stroke

LncRNA may regulate mRNA stability via SMD (Staufen1-mediated mRNA decay) by reverse complement to SINEs (short interspersed nuclear elements) at mRNA 3′UTR. The core effector of SMD, Staufen1 and Staufen2, was changed after ischemic stroke (Figure 3(a)), indicating the role of SMD in stroke. To confirm SINEs mediated SMD in ischemic stroke, distribution of SINEs in rat mRNA 3′UTR and lncRNAs was analyzed in this study. SINEs (B1, B2, and B4 element) were found in 1441 mRNAs (9.32% of total 15446 mRNAs) and 1,135 lncRNAs (39.19% of 2021 new and known lncRNAs) (Figures 3(b) and 3(c)). After thermodynamic duplex analysis of SINEs in lncRNAs and mRNA 3′UTR, 238,061 putative duplexes were formed in 809 mRNAs 3′UTR and 792 lncRNAs. The associated Gibbs free energy of duplex formation (Δ*G*) follows in log-normal distribution (Figures S11–S13). Duplexes with Δ*G* significantly higher than the normal duplex were defined as a putative Staufen1-binding site. A total of 7,970 B1/Alu elements, 4,125 B2 elements, and 4,487 B4 elements were found. Among these genes, only a few are differentially expressed genes (Figures 3(d) and S14). We identified 6 duplexes formed by differentially expressed lncRNAs and mRNAs after ischemic stroke. 

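Among the lncRNAs named in Figure 3(e), TCONS_00063685 lies on chromosome 20 of rn5 from 33524181 to 33531803 and TCONS_00064295 on the same chromosome from 5792577 to 5797003. TCONS_00063685 was at 1.27 ± 0.166 FPKM in the nonischemic and 0.709 ± 0.151 FPKM in the ischemic hemispheres (SD, n = 5 each), a log2 change of -0.77 with a standard error of 0.21 that did not pass the adjusted threshold in limma's paired fit. It did so without moderation of the variance (adjusted p = 0.0344). The sum of the assembled lncRNAs listed at its locus changed by -0.57 (standard error 0.30, adjusted p = 0.269 from limma). TCONS_00064295 rose from 0.359 ± 0.0852 to 1.37 ± 0.327 FPKM (SD, n = 5 each), a log2 change of 1.67 (standard error 0.26, adjusted p = 0.0165 from limma). Both changed in the same direction in 5 of 5 animals.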

Interestingly, all the 6 duplexes are B1/Alu SINEs (Figures 3(e) and 3(f)), which is the major family of rat SINE. These data indicate a potential regulatory role of lncRNAs in cerebral ischemia and highlight several SMD candidates dynamically regulated in ischemia.

### 3.6. ceRNA Network in Ischemic Stroke

A growing body of evidence supports that lncRNAs act as competitive endogenous RNAs for miRNAs and play roles in physiological and pathological processes. The expression profiles of miRNAs were also analyzed in RNA-seq dataset. A total of 599 miRNAs were identified, which account for 78.3% (599/765) of the rat miRNAs (Figure 4(a)). We found that 14 miRNAs (*P* < 0.05, paired *t*-test; log2 fold change > 1) were differentially expressed between ischemia and paired nonischemia brains after 24 hours of reperfusion (Figure 4(b)). Of these, miR-500-3p, miR-23b-3p, miR-200a-3p, miR-19b-3p, miR-92a-1-5p, miR-21-5p, miR-21-3p, miR-1843-3p, miR-223-3p, miR-3473, and miR-129-2-3p were found to be upregulated, whereas miR-92b-3p, miR-3102, and miR-3577 were found to be downregulated in the rat brain. To establish lncRNA-miRNA interactions, the potential MREs (miRNA Response Elements) in lncRNAs were predicted by miRanda. 

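TCONS_00090385, on chromosome 6 of rn5 from 115867957 to 115873854, and ENSRNOT00000072501 are lncRNAs of Figure 4(c). TCONS_00090385 fell from 2.27 ± 1.09 FPKM in the nonischemic to 1.02 ± 0.575 FPKM in the ischemic hemispheres (SD, n = 5 each), a log2 change of -1.12 (standard error 0.21, adjusted p = 0.0286 from limma). Without the pairing by animal its adjusted p was 0.206. ENSRNOT00000072501 rose from 0.609 ± 0.111 to 1.35 ± 0.177 FPKM (SD, n = 5 each), a log2 change of 1.04 (standard error 0.24, adjusted p = 0.0517 from limma), in 5 of 5 animals. The miRNA libraries were not analysed here.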

42 paired lncRNA-miRNA interactions were identified in 19 differentially expressed lncRNAs, and 4 paired lncRNA-miRNA interactions were left when the negative regulation was taken into consideration. 108 miRNA-mRNA interactions were predicted by miRanda with the same strategy. The miRNA-mRNA interactions were integrated into the coexpression networks. An lncRNA-miRNA-mRNA network which responded to the ischemic stroke was drawn (Figure 4(c)). Intriguingly, miR-129-2-3p and miR-92b-3p were contained in the ceRNA networks. 

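TCONS_00097976 lies on the plus strand of chromosome 7 of rn5 from 11963778 to 11978663 and has 3 exons with a total length of 14737 nt. Its FPKM was 0.914 ± 0.138 in the nonischemic and 2.12 ± 0.55 in the ischemic hemispheres (SD, n = 5 each), a log2 change of 1.10 (standard error 0.21, adjusted p = 0.0289 from limma). It rose by between 0.86 and 1.57 in every animal. Its adjusted p was above 0.05 when P45, P52, P61 or P71 was left out.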

LncRNA TCONS_00097976 is connected to angiogenesis-related miR-92b-3p and angiogenesis-related genes Esm1, Angptl2, and Stat3, which have been reported differently expressed in ischemic stroke [25, 26]. Thus, TCONS_00097976 would compete with miR-92b-3p to regulate these angiogenesis genes during focal ischemia.

## 4. Discussion

A better understanding of the precise molecular mechanisms after cerebral ischemia will be critical for exploring potential new strategies for early diagnosis and therapy of stroke. In this study, we systematically analyzed the lncRNA-involved regulatory networks in rat brain after ischemic stroke based on RNA-seq data of ischemic and nonischemic rat brain tissues. For the first time, our work provides a comprehensive, temporal description of molecular events contributing to the pathogenesis of ischemic stroke and uncovered functional RNAs regulatory networks in ischemic stroke.

In this study, we identified 933 differentially expressed mRNAs which participated in the transcription, metabolism, apoptosis, inflammation, and neuroprotection after ischemic stroke [27, 28]. In line with our results, many genes/proteins such as Hmox1 [24, 29], Gadd45 [30], Ets-1 [31], and Stat3 [4, 32] which are previously shown to be deregulated following stroke were also reported in our study. We observed that several lncRNAs rapidly respond to ischemia, in which 36 lncRNAs are differentially expressed. In support, a previous microarray study showed that cerebral lncRNAs were significantly altered after stroke [6]. In addition, 14 miRNAs were significant altered in the ischemic brains after 24 hours of reperfusion. Some of the differentially expressed miRNAs were previously reported (miR-223, miR-129, and miR-92) [4, 5], which support our results. Nevertheless, many of them had not been reported (miR-500-3p, miR-1843-3p, and miR-3473, miR-3102, and miR-3577). Thus, the results of the present study indicate that focal ischemia significantly alters the temporal expression of many coding and noncoding RNAs, which might be involved in the pathophysiology of stroke.

Although the expression profile of lncRNAs has been shown to change extensively after ischemic stroke, the role of lncRNAs in ischemic stroke is still only partly known. Previous studies found that stroke-induced lncRNAs interacted with chromatin-modifying proteins and modulated ischemic brain damage-related genes [17, 18]. In the present study, the correlations between specific lncRNAs and biological processes of ischemic stroke were connected by the CNC coexpression network. Tnfrsf1a, Tnfrsf1b, and Nfkb2 are known to be involved in inflammatory responses to stroke via noncanonical I-kappa B kinase/NF-kappa B cascade [24]. The inflammatory response, in cooperation with excitotoxic and oxidative responses, is one of the major hazards to ischemic stroke [7]. The high level of coexpression between ENSRNOT00000019983 and immune and inflammatory response gene module indicated that ENSRNOT00000019983 may function as immune and inflammatory response lncRNA in ischemic stroke. We also observed the coexpression between lncRNAs and other modules of genes essential for the pathophysiology of ischemic stroke. Likewise, we identified another five classes of functional lncRNAs which associated with metabolism and cellular energy, DNA damage and oxidative stress, apoptosis and cell death, angiogenesis and vascular remodeling, and neurogenesis and synaptic plasticity in ischemic stroke. These results may serve as a framework for understanding the role of lncRNAs in ischemic stroke. LncRNAs, such as ENSRNOT00000019983, can be therapeutically targeted to minimize poststroke brain damage.

Functional diversity of lncRNAs implicated that lncRNAs might regulate different biological processes through different mechanisms. Staufen1-mediated mRNA decay (SMD) is a translation-dependent mechanism which widely occurs in a number of mammalian cell processes. SINE-containing lncRNAs and SINE-containing mRNA 3′UTRs form intermolecular base-pairing and result in SMD in rat [16]. Previous studies have demonstrated that lncRNAs transactivate SMD by duplexing with 3′UTRs via Alu elements [33]. Brain-specific noncoding RNAs are likely to originate in repeats and repeat elements may play a role in synaptic plasticity [34, 35]. We analyzed the Staufen1-binding site in differently expressed genes and found that several couples of lncRNAs and mRNAs could form a SINE B1/Alu duplex. For example, TCONS_00063685 were found to interact with Dnaa5 (Δ*G* = −184.3 kcal/mol) and TCONS_00063685 interacted with Ripk1 (Δ*G* = −166 kcal/mol). These data imply that lncRNA-mediated SMD was present in ischemic stroke and provide novel insights into lncRNA-based molecular regulatory mechanisms in the pathophysiology of cerebral ischemia. Further studies are needed in the future to show the function of individual lncRNAs in the SMD network after stroke.

ceRNA represents a novel layer of gene regulation that plays important roles in the physiology and development of diseases [15, 36]. It has recently been discovered that pseudogenes, lncRNAs, and circular RNAs act as ceRNA to regulate mRNA expression [37]. In the ceRNA network, lncRNA TCONS_00097976 connected with miR-92b-3p and miR-92b-3p target gene Stat3. Stat3 is a transcription factor which is upregulated after stroke [4, 32]. Previous studies have demonstrated the key angiogenesis functions of Stat3 in ischemic stroke [26, 38]. miR-92 was previously reported as regulator of angiogenesis and cardiac ischemic/reperfusion injury [25, 39]. Thus, TCONS_00097976-miR-92b-3p-Stat3 would be ceRNA mediated ischemia response networks which participated in the regulation of angiogenesis after ischemic stroke. S100b has been reported as a biomarker for ischemic stroke [40, 41]. TCONS_00090385 would compete with miR-129-2-3p and regulated the expression of S100b in ischemic stroke. Hence, TCONS_00090385 and miR-129-2-3p would be potential biomarkers for ischemic stroke.

In conclusion, the present results show that lncRNAs are abnormally expressed after focal ischemia, which suggest that lncRNAs may participate in the pathophysiology of ischemic stroke. Furthermore, extensive bioinformatics analysis revealed several subsets of lncRNAs related to biological processes essential for the pathophysiology of ischemic stroke. Importantly, we have constructed a systematic lncRNA-miRNA-mRNA network which reveals a complex functional noncoding RNA regulatory network in ischemic stroke. Future studies are needed to show whether modulating specific lncRNAs can be a therapeutic option to prevent ischemic pathophysiological events and/or to promote angiogenesis and regeneration.

## Figures and Tables

**Figure 1:**
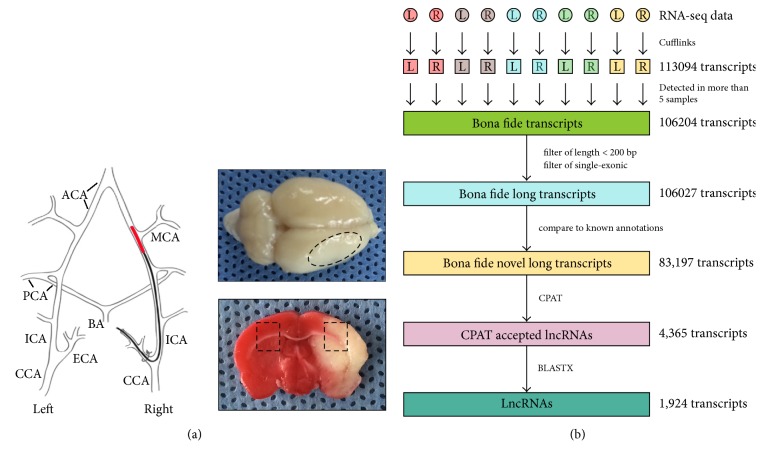
Identification of long noncoding RNAs (lncRNAs) in rat brains. (a) A diagram illustrating MCAO model in rat. Whole brain tissue and TTC stains show infarction in the MCA cortex. Area with dashed line shows the tissue region sampled for RNA sequence and real-time PCR analysis. (b) The pipeline of lncRNAs identification in rat brains.

**Figure 2:**
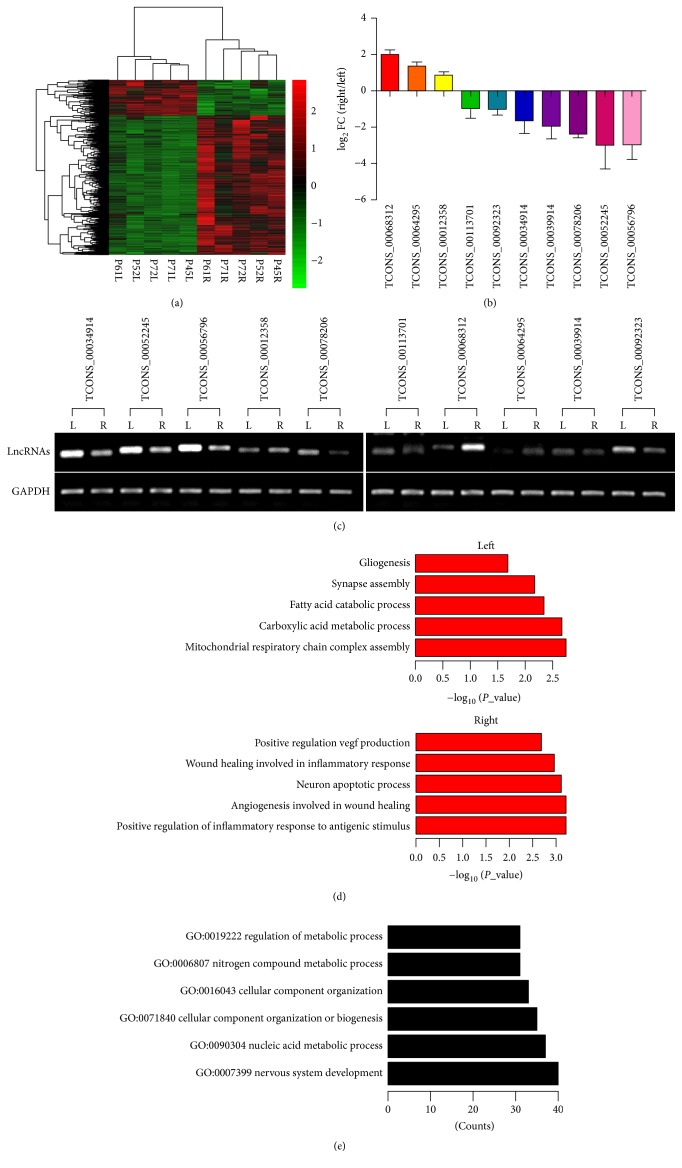
Aberrant expression of lncRNAs in rat brains after ischemic stroke. (a) Heatmap generated from the hierarchical cluster analysis shows the differential expressed genes (lncRNAs, miRNAs, and mRNAs) between ischemia and nonischemia rat brains. Green indicates downregulation and red indicates upregulation. (b) Real-time PCR validation of differential expressed lncRNAs in the ischemia and nonischemia rat brains. (c) Electrophoresis of 10 novel lncRNAs in the ischemia and nonischemia rat brains. (d) KEGG pathway analysis of differential expressed genes in the ischemia and nonischemia rat brains. (e) GO analysis of differential expressed genes in the ischemia and nonischemia rat brains.

**Figure 3:**
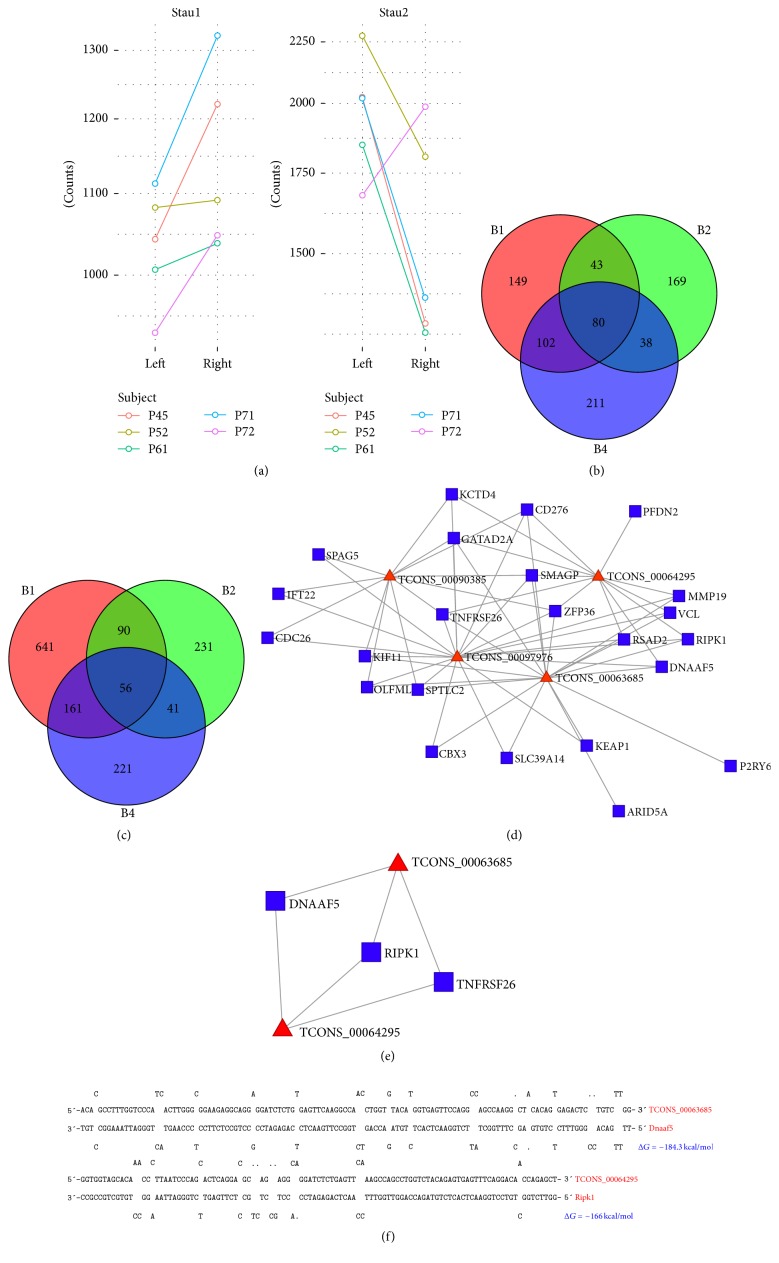
lncRNAs mediate SMD in ischemic stroke. (a) Expression of Staufen1 and Staufen2 in the ischemia and nonischemia rat brain after ischemic stroke. (b) Distribution of SINEs (B1, B2, and B4 element) in mRNA 3′UTR and lncRNAs in the ischemia rat brains. (c) Distribution of SINEs in mRNA 3′UTR and lncRNAs in the nonischemia rat brains. (d) SMD regulatory network of differentially expressed genes. (e) SMD network filtered by duplex energy. (f) Examples of two Alu-based lncRNA:mRNA duplex. Red triangle represents lncRNAs and blue square represents coding genes.

**Figure 4:**
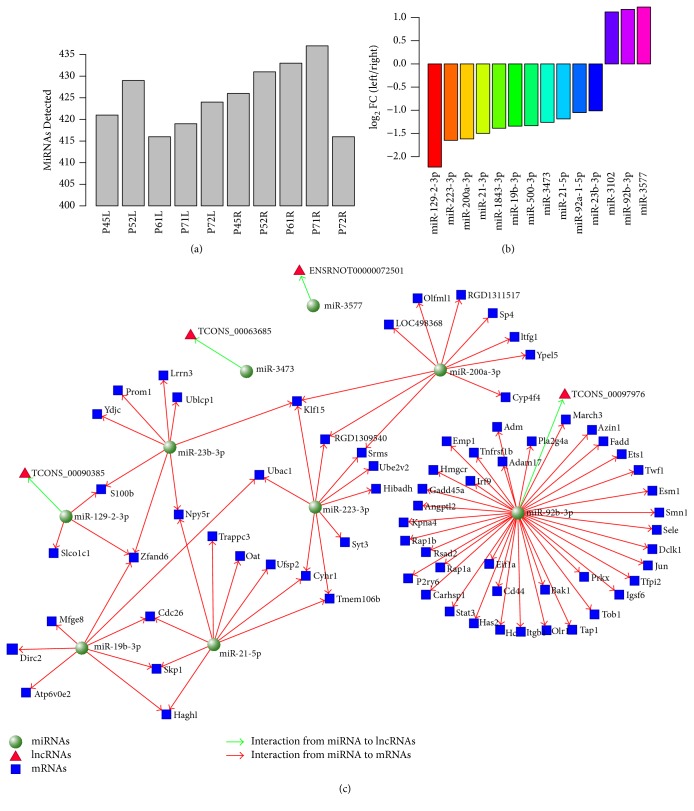
ceRNA network in ischemic stroke. (a) miRNAs detected in the rat brains after ischemic stroke. (b) Expression of top 14 miRNAs in the rat brains after ischemic stroke. (c) mRNA-miRNA-lncRNA interactions network in the ischemic stroke. Triangle represents lncRNAs, square represents coding genes, and circles represent miRNAs. Red lines indicate interaction from miRNA to mRNAs and green lines indicate interaction from miRNA to lncRNAs.

**Table 1:** Quantitative real-time polymerase chain reaction primer sequences.

Gene	Direction	Primer sequence (5′-3′)
TCONS_00012358	Forward	CACCGGATCACTGAATAGTTCCT
	Reverse	CGATCCGAGCGAAGTAGAATG
TCONS_00056796	Forward	CAATGAATCGCCCAGACTTCTC
	Reverse	GGGACTCATGGCATTAGACATG
TCONS_00068312	Forward	TGACTTCGGTGAGAGCTTTGG
	Reverse	GAGCCTCCGACTTTGGTCTTG
TCONS_00078206	Forward	CTCCTTGAATGTTGGCAGCTAA
	Reverse	GATGTGTGAAGCTGTGAAATGATG
TCONS_00092323	Forward	ACCCTCCTCCACCTACAAATCC
	Reverse	CTGAATGGCCTGGGTTTTATACC
TCONS_00113701	Forward	AACAGGAGGCAAGGCTGTGT
	Reverse	GGCCTTGATCAGCTCATGGT
TCONS_00034914	Forward	ACACAGCCTGCATCGTCACA
	Reverse	CACGACCTTCGAGTCTGCAA
TCONS_00039914	Forward	CTTCCACTGTCTCCCCAATTTATT
	Reverse	TACATTACTCTGCGTCGCCTACA
TCONS_00052245	Forward	GAGCATTGAGTGAAACCAGGAGTT
	Reverse	ATGGAGGCTGAACAAGCGATT
TCONS_00064295	Forward	GTGGAAGCACCAGGAAAGGA
	Reverse	TTAGCCCGATGATGCTCTTGA
rar-GAPDH	Forward	AGTGCCAGCCTCGTCTCATAG
	Reverse	CGTTGAACTTGCCGTGGGTAG

**Table 2:** Top 20 lncRNAs differentially expressed in the rat brain after 24 hours of MCAO.

Test_ID	Gene_symbol	log2Fold_change (left/right)	*P* value	Gene_biotype
TCONS_00063685	TCONS_00063685	0.857714991	0.000144405	Novel Lnc
TCONS_00069225	TCONS_00069225	1.150442621	0.000242217	Novel Lnc
TCONS_00090385	TCONS_00090385	1.245709174	0.001327357	Novel Lnc
TCONS_00084636	TCONS_00084636	−1.03893075	0.004060844	Novel Lnc
TCONS_00072415	TCONS_00072415	−0.355664238	0.002925699	Novel Lnc
TCONS_00068312	TCONS_00068312	−2.118762967	0.001735605	Novel Lnc
TCONS_00097976	TCONS_00097976	−1.202721339	0.000967689	Novel Lnc
TCONS_00064295	TCONS_00064295	−1.904571429	0.000520929	Novel Lnc
TCONS_00013348	TCONS_00013348	−0.516552399	3.90*E* − 05	Novel Lnc
ENSRNOT00000076782	LOC499179	−0.404077908	0.004176249	Processed_pseudogene
ENSRNOT00000011480	Rn50_15_0083.1	−0.38857152	0.002371399	Processed_pseudogene
ENSRNOT00000044465	AABR06026863.1	−0.904025824	0.001450373	Processed_pseudogene
ENSRNOT00000032198	AABR06029867.1	−0.647221245	0.0012401	Processed_pseudogene
ENSRNOT00000049520	AABR06035321.1	−1.129983424	0.001041408	Processed_pseudogene
ENSRNOT00000032154	AABR06005287.1	−1.000000267	0.000777428	Processed_pseudogene
ENSRNOT00000041969	AABR06107883.1	−0.593013236	0.000416013	Processed_pseudogene
ENSRNOT00000067514	Kif1b	−0.638018748	0.001933252	Processed_transcript
ENSRNOT00000076928	Tlr13	−1.506023108	0.001480742	Processed_transcript
ENSRNOT00000076493	Cd93	−2.096878834	0.000644227	Processed_transcript
ENSRNOT00000000787	Arid5b	−0.429661351	0.000163858	Processed_transcript

How the deposited data were processed for this re-analysis (not part of the article)

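Both hemispheres of 5 rats were compared 24 hours after MCAO, the right as ischemic (from Figure 1(a) and the signs in Table 2) and the left as paired nonischemic, with 5 libraries on each side. The authors mapped reads to rn5 with TopHat, assembled transcripts with Cufflinks and the Ensembl annotation, and deposited FPKM values per transcript and library, normalized for transcript length and mapped reads. They also deposited the list of assembled lncRNAs with positions and exons on rn5, which holds the same 1924 transcripts as Table S1. Replicates were not pooled in the FPKM table.

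From these values log2(FPKM + 0.1) was computed for the 20936 transcripts with a mean FPKM of at least 0.1. The main comparison used limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend), with the animal as a block because both sides come from 1 animal, and Benjamini-Hochberg adjustment. The correlation of the deviations of both sides of 1 animal from the side means lay between -0.13 and 0.18 over the 5 animals, and the mean for different animals was -0.0082. No count model was used, since FPKM values are not counts. Exact sign-flip permutation tests over the 5 animals used all 32 sign patterns. Clustering, principal components, correlations and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

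The fit was tested on simulated data for 20936 transcripts with the means and spreads of the real ones. Of 200 transcripts changed by 2 on the log2 scale, 118 were called, all with the right sign, along with 6 unchanged ones. Of the 138 changed transcripts with a mean FPKM of at least 1, 106 were called. With no transcript changed, 0 were called. The estimate of relative depth was tested on 5 simulated sets of libraries. In the 3 sets whose depths spanned less than 1 on the log2 scale its largest error was 0.00041, and pairs of libraries contradicted each other by at most 0.0012. In the 2 sets with a wider span it was wrong by up to 0.30, and pairs of libraries then contradicted each other by at least 0.801. The 10 real libraries spanned 0.758, and their pairs contradicted each other by at most 0.106, more than in the 3 accurate sets, so the error in the real libraries is not bounded by 0.00041. The depth of each library was estimated only in relative terms, so no interval from read counts is given for any FPKM.

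Alternatives were other pseudocounts and filters, other scalings, no block, no moderation, other thresholds, other clustering and correlation choices, and leaving out each animal. They were fixed before the data were examined, apart from the depth covariate, the fit without trend, the sums per locus and 3 of the detection limits, which were chosen after seeing the data. The transcripts named are those the paper names and, by a rule set in advance, the 5 upregulated and 5 downregulated with the largest change among those with a mean FPKM of at least 1, an adjusted p under 0.05 and the same direction in all 5 animals. At most 2 identifiers each way are printed, since the files do not pair them with names.

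Several planned results could not be computed. The FPKM table identifies transcripts by Ensembl identifier, and no table pairing those with gene symbols was used here. The changes of Staufen1 and Staufen2, the gene set tests on immune and damage repair, nervous system and metabolism genes, sums per gene symbol and the values of mRNAs the paper names by symbol are therefore left out. The miRNA libraries, the PCR cohort and the conservation scores were not analysed here.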

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

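The tests in this part were chosen after the results were seen, except that the mixing of RNA in P61 and the isoform test had their outcomes written down first. Among 79 groups of 5 libraries of 40 transcripts (those the paper names and those with the largest changes), 11 had a library far from the other 4 by Dixon's ratio (critical value 0.71), and a rate of 1 in 20 gives about 3.95. The binomial p for 1 in 20 was 0.00189, but the groups share the same 10 libraries, so from this p chance cannot be told apart. For the transcripts the paper names it was 6 of 60 groups (p = 0.0787). Over all 20936 transcripts 8.08% of groups had such a library, and 5.47% of 10000 random sets of 40 transcripts had at least 11, so the named transcripts did not clearly exceed that rate. Of the 11, 7 were libraries of P61.

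In the nonischemic group, P61 stood apart for TCONS_00068312 (Dixon's ratio 0.711), for ENSRNOT00000009448 (ratio 0.839, at 57.1 FPKM against 0.768 to 1.60 FPKM in the others) and for 2 other transcripts with large rises (ratios 0.798 and 0.935). All 4 were called upregulated. Among 56 transcripts raised by at least 3 on the log2 scale in the other 4 animals, 45 (80.4%) were higher in the nonischemic library of P61 than in every other nonischemic library. The same share was 2.56% for P45, 5% for P52, 4.41% for P71 and 19.4% for P72. By the limits written before the test, RNA of the ischemic side in that library would have given at least 90% and its absence at most 75%, so by those limits it cannot be told apart, although P61 is far from the other animals. The share of ischemic RNA that each transcript would need, taken against the ischemic mean of the other 4 animals, ranged from 6.40% to 42.7% between quartiles. Differences between animals are part of that spread, so it does not decide whether 1 fixed share was present. A true response of the nonischemic hemisphere in P61 was not tested.

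In the ischemic group, P61 stood apart for ENSRNOT00000072501 (ratio 0.711, highest), the transcript of Tlr13 (ratio 0.719, highest) and the transcript of Arid5b (ratio 0.854, lowest). P52 stood apart in the nonischemic group for ENSRNOT00000011480 (ratio 0.727, highest). P72 stood apart in the nonischemic group for another transcript with a large rise (ratio 0.932), and P45 in the ischemic group for one with a large fall (ratio 0.741). No explanation was tested for these 6.

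The ischemic library of P45 stood apart for TCONS_00092323 (ratio 0.977). Assembled lncRNAs with a library below 0.001 FPKM and another of at least 1 FPKM made up 28.6% of the 1338 in loci with several listed transcripts and 3.63% of the 358 alone in their locus (odds ratio 10.6, Fisher's exact test, p = 1.49e-29, transcripts of a locus not being independent). Reads reassigned between overlapping isoforms may therefore lie behind such swings, and TCONS_00092323 shares its locus with others. A biological switch of isoform was not tested.

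Of the 25 assembled lncRNAs called, 18 are in neither Table 1 nor Table 2 and are not discussed by the paper. Of the 16 splits of the libraries that part both sides of every animal, 1, the real one, gave as many. The other 15 called 0 transcripts of any kind, with 228 to 2940 at an unadjusted p under 0.05. A share of 1 in 16 is the smallest that these splits allow, so by that share alone a chance split cannot be told apart. Without the block by animal, 1 of 100 splits, the real one, gave as many as its 42 assembled lncRNAs, and the largest other count was 11, which argues against chance for the unpaired count.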

How the results depend on the processing

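The depth covariate, the fit without trend and the sums per locus were chosen after seeing the data. Counts are given as transcripts in all, upregulated, downregulated and assembled lncRNAs, against 1614, 1155, 459 and 25.

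An ordinary paired test without moderation gave 521, 408, 113 and 9. An unadjusted p under 0.05 gave 5567, 2951, 2616 and 205, and without moderation 4957, 2738, 2219 and 140. Requiring a change of at least 1 on the log2 scale as well gave 714, 646 and 68, with 21 assembled lncRNAs. Leaving out 1 animal gave from 277 to 1785 transcripts, from 262 to 1156 upregulated, from 15 to 629 downregulated and from 4 to 30 assembled lncRNAs. The lowest counts were without P45 and the highest without P72, and 4 animals also have less power than 5. Without a filter 303 were downregulated and 16 were assembled lncRNAs. Without the replicate block there were 2148 transcripts, of which 1437 were among the 1614, with 741 downregulated and 42 assembled lncRNAs. With FPKM rescaled to TPM 279 were downregulated, and the upregulated share was 82.2% against 71.6%. That scaling moved the median log2 change of all transcripts from -0.01 to 0.05. Without the trend in eBayes there were 982 transcripts and 126 downregulated. For the changes without a stated construction, the cause was not tested.

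With relative depth as a covariate there were 0 calls (0 upregulated, 0 downregulated, 0 assembled lncRNAs), with 2599 transcripts at an unadjusted p under 0.05. Depth nearly follows the sides, and the same covariate with its differences exchanged between animals also gave a median of 0 calls, so this count does not tell depth from side.

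Transcripts with a mean FPKM of at least 1 gave 318 assembled lncRNAs in the network against 771, because 593 rather than 1696 entered. A detection limit of 1 FPKM gave 593 assembled lncRNAs against 1923. Of 34 named transcripts, 0 changed direction in the 10 other fits that alter the fitted change (other pseudocounts, TPM, median-ratio scaling, leaving out each animal, the depth covariate). All but TCONS_00092323 and TCONS_00039914 moved in the same direction in all 5 animals. For these, another pseudocount or leaving out an animal could not have reversed the direction. Without moderation 12 of the 34 lost their call and 3 gained one. Leaving out P45 cost 16 their call, P52 15, P61 14, P71 13 and P72 3. Without the block 4 lost and 5 gained a call.

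Planned results that need gene symbols (Staufen1, Staufen2, the 3 gene sets with camera and fry, and sums per gene symbol) were not run. Depth per library limits low transcripts, and no count behind them was derived here.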

Differences from the paper's values

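The paper reports 983 differentially expressed genes, and 1614 transcripts were called here. Among the alternatives set before the data were examined, no filter (1186) and leaving out P71 (882) lay within 1.5 times the paper's number. So did requiring a change of at least 1 (714), and the others did not. Among those others, an ordinary paired test at an unadjusted p under 0.05 called 4957 transcripts. A fit without the trend in eBayes, chosen after seeing the values, called 982, but with 856 upregulated and 126 downregulated.

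The paper reports 200 downregulated genes, and 459 transcripts were called here. Rescaling FPKM to TPM (279) and leaving out P71 (151) lay within 1.5 times, and the other alternatives set before the data were examined did not.

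The paper reports 10 assembled lncRNAs as differentially expressed, and 25 were called here. The assembled lncRNAs of Table 1 and Table 2 are mostly different ones, so the paper names more than 10 as changed. An ordinary paired test without moderation, at an adjusted p under 0.05 (9), and leaving out P71 (11) lay within 1.5 times. The other alternatives set before the data were examined did not. For its lncRNAs the paper names a paired t-test at P < 0.05 and no adjustment. The ordinary paired test at an unadjusted p under 0.05 called 140 assembled lncRNAs, far more than the paper's 10.

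Table 2 gives log2 ratios of left to right, the opposite sign of the changes used here. On that scale the 20 values differed from the paper's by at most 0.233, and none by more than the SD between animals. Both sets of values come from the same libraries, so the match compares calculations and not separate animals. It depended on the pseudocount. With a pseudocount of 1 several differed by more than the SD, such as TCONS_00064295 (-0.795 against -1.90). With FPKM rescaled to TPM, TCONS_00013348 and ENSRNOT00000011480 did. The 4 lncRNAs of Table 2 that did not pass the adjusted threshold here all passed an unadjusted p under 0.05 without moderation. In that paired test TCONS_00063685 passed the adjusted threshold too (unadjusted p = 0.000238). TCONS_00013348 (6.87e-05) and the transcript of Arid5b (0.000194) had smaller unadjusted p in it, and TCONS_00072415 a larger one (0.00542). For 2 lncRNAs of Table 1 (TCONS_00092323 and TCONS_00039914), 1 of 5 animals rose while the paper's Figure 2(b), from another cohort, shows a fall.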

Other observations

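Of the tests below, the splits of the libraries in the paired fit, the comparison of loci with several transcripts against those with 1, and the position of the nonischemic library of P72 had their outcomes written down before they were run, and the others were chosen after the result was seen.

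The number of calls was compared with other groupings of the same libraries. In the paired fit only the 16 splits that part both sides of every animal are comparable, since the others leave fewer pairs to estimate the change. Of the 16, 1 gave as many transcripts in all, 1 as many upregulated, 1 as many downregulated and 1 as many assembled lncRNAs, in each case the real split, a share of 0.0625. That is the smallest that 16 allow, so by that share alone a chance split cannot be told apart. The other 15 gave 0 calls, with 228 to 2940 transcripts at an unadjusted p under 0.05. Without the block by animal every split compares 5 libraries with 5. Of 100 such splits (the 16, and 84 drawn from the rest), 1 gave as many as the 2148 transcripts of the real split and 1 as many as its 42 assembled lncRNAs, in both cases the real one. The largest other counts were 470 transcripts and 11 assembled lncRNAs. This argues against chance for the unpaired counts.

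More transcripts were upregulated than downregulated. With median-ratio scaling between libraries 74.8% of calls were upregulated, but its factors lay between 0.990 and 1.01, so it changed little. With FPKM rescaled to TPM 82.2% were upregulated. Both scalings moved the median log2 change of all transcripts upward, from -0.01 to 0.002 and to 0.05. They could therefore not have removed the excess, and scaling as a cause is left open. The excess depended on the threshold. At an unadjusted p under 0.05, 2951 of 5567 transcripts were upregulated, and requiring a change of at least 1 on the log2 scale 90.5% were, so the excess lies among the larger changes and not across all transcripts that differ. The ischemic libraries were less deep in 4 of 5 animals, but not in P61. Of 417 transcripts called from the other 4 animals, 98.3% changed in the same direction in P61. This argues against depth as the cause for those 417 as a set. Of them, 406 were among the 1614 calls from all 5 animals. Only 44 of the 417 were downregulated, against 459 of the 1614. Most of the 1614 calls were therefore not tested in this way, and depth is left open for them.

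Fewer calls kept their direction in P72. Of 1785 transcripts called from the other 4 animals, 77.4% changed in the same direction in P72, against 93.8% to 99.3% when another animal was the one left out. Those other lists were shorter, at 277 to 882 transcripts, with 15 to 151 downregulated against 629. The shares therefore rest on different transcripts and do not by themselves show smaller changes in P72. Exchanged sides would give less than 50%. A shift of its nonischemic library toward the ischemic ones was put at 0.27 on a scale from 0 (nonischemic) to 1 (ischemic mean of the other 4 animals), but the nonischemic library of P61 lay higher at 0.37, so the shift is not peculiar to P72. The ischemic library of P72 lay at 0.78, within the range of the other animals (0.57 for P71 to 1.10 for P61), so a weaker ischemic side peculiar to P72 was not seen on this scale. These comparisons take each side alone. The sides of P72, at 0.27 and 0.78, still lay closer together than those of any other animal, the next being P71 at -0.04 and 0.57. Each animal was placed on its own set of transcripts. The infarct of each animal was not used here.

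Assembled lncRNAs were called less often than Ensembl transcripts of the same mean FPKM, which gave a median of 85 calls, so low expression alone does not account for it. Those in loci with several listed transcripts were called less often (11 of 1338) than those alone in their locus (14 of 358; odds ratio 0.204, Fisher's exact test, p = 0.000124). Division of reads between the listed isoforms is a candidate explanation for this difference, but not for all of the shortfall. The 14 calls among the 358 alone in their locus compare with a median of 25 among Ensembl transcripts of the same mean FPKM (95% of draws between 17 and 35). With the transcripts of each locus summed, 22 of 676 loci were called, against a median of 55 (95% of draws between 42 and 69). Transcripts that the authors assembled but did not list as lncRNAs may share these loci, and division of reads with them was not tested. Mean FPKM goes with part of the difference between the kinds of locus. At matched mean FPKM, 4.41% of Ensembl transcripts were called for loci with several and 6.98% for those alone. The 11 calls still lay below their matched median of 59 (95% of draws between 47 and 73). Other differences between such loci were not tested.

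The number of assembled lncRNAs in the coexpression network was above chance, since 0 of 20 exchanges of the library order gave 771. The median exchange still placed 447.5 lncRNAs in it, so membership of the network does not by itself separate a lncRNA from chance over 10 libraries.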
